# Inflammatory recruitment of healthy hematopoietic stem and progenitor cells in the acute myeloid leukemia niche

**DOI:** 10.1038/s41375-024-02136-7

**Published:** 2024-01-16

**Authors:** Ding-Wen Chen, Jian-Meng Fan, Julie M. Schrey, Dana V. Mitchell, Seul K. Jung, Stephanie N. Hurwitz, Empar B. Perez, Mauro J. Muraro, Martin Carroll, Deanne M. Taylor, Peter Kurre

**Keywords:** Cancer microenvironment, Haematopoietic stem cells

## Abstract

Inflammation in the bone marrow (BM) microenvironment is a constitutive component of leukemogenesis in acute myeloid leukemia (AML). Current evidence suggests that both leukemic blasts and stroma secrete proinflammatory factors that actively suppress the function of healthy hematopoietic stem and progenitor cells (HSPCs). HSPCs are also cellular components of the innate immune system, and we reasoned that they may actively propagate the inflammation in the leukemic niche. In two separate congenic models of AML we confirm by evaluation of the BM plasma secretome and HSPC-selective single-cell RNA sequencing (scRNA-Seq) that multipotent progenitors and long-lived stem cells adopt inflammatory gene expression programs, even at low leukemic infiltration of the BM. In particular, we observe interferon gamma (IFN-γ) pathway activation, along with secretion of its chemokine target, CXCL10. We show that AML-derived nanometer-sized extracellular vesicles (EV^AML^) are sufficient to trigger this inflammatory HSPC response, both in vitro and in vivo. Altogether, our studies indicate that HSPCs are an unrecognized component of the inflammatory adaptation of the BM by leukemic cells. The pro-inflammatory conversion and long-lived presence of HSPCs in the BM along with their regenerative re-expansion during remission may impact clonal selection and disease evolution.

## Introduction

Acute myeloid leukemia (AML) is a genetically heterogenous disease characterized by clonal expansion of myeloid blasts evolved from hematopoietic stem and progenitor cells (HSPCs) [1]. Rationally-designed, targeted therapies have led to meaningful improvements in outcome for select AML subgroups, but many patients still succumb to treatment-refractory relapse [2]. Recent studies have shown that the inflammatory secretome from AML blasts and bone marrow (BM) stroma plays a role in AML pathogenesis [3, 4]. Inflammatory signaling in the niche itself has long been linked to AML progression and hematopoietic dysfunction [5–10], and several mechanisms and mediators have been proposed including NF-κB expression programs in AML blasts [11], as well as secretion of interleukin (IL)−6 [9] and IL-1β [12]. Therefore, while AML blasts [9] and stromal cells [13] in the leukemic niche are known sources of inflammatory factors in the leukemic BM, other cellular contributors remain incompletely understood. Importantly, AML blasts are rapidly eliminated from the leukemic BM with induction therapy, and stroma cells are proportionally few, whereas HSPCs persist and re-expand in the post-remission BM. HSPCs sustain lifelong hematopoietic and immune function, adapting during homeostasis and under stress through integration of cell autonomous programs with extrinsic niche signals. The discovery that HSPCs serve as potent sensors and amplifiers of the inflammation in the BM is more recent [14], and implies a potentially durable and potent role in propagating and sustaining an inflammatory state [10].

Extracellular vesicles (EVs) generated through several biogenesis pathways are constitutively released from cells, and play a critical role for cell-cell communication in several tissues, including the BM [15]. Paracrine and endocrine trafficking of tumor derived EVs contributes to tissue adaptation and facilitates metastatic spread [16]. While EVs function in the context of conventional ligand-receptor based signaling, recent studies from our laboratory and others using xenograft models have shown that purified AML-derived extracellular vesicles (EV^AML^) are by themselves sufficient to suppress hematopoietic progenitors [3, 17], and elicit an unfolded protein response in stromal cells [18]. We also showed that long-term hematopoietic stem cells (LT-HSC) escape these suppressive effects and appear to enter a state of reversible metabolic quiescence, effected by EV^AML^ [4, 19].

To assess the inflammatory activation of endogenous, healthy HSPCs in the AML BM and overcome some of the limitations of AML xenografts, including extramedullary (splenic) hematopoiesis, we utilize two congenic murine models of AML. Results show that long-lived HSCs and MPP progenitor populations become inflammatory components of the BM niche, and that their conversion is in part mediated by EV^AML^. With the elimination of AML blasts as a source of acute inflammation, the adaptation of HSPCs gains additional relevance for its potentially long-lasting sequelae.

## Results

### HSPCs contribute to compartmental inflammation in AML niche

Inflammation has been implicated in AML pathogenesis [5–9, 13], but the inflammatory state in the AML niche more broadly, and especially at low leukemic burden, has yet to be systematically interrogated. While our prior studies and those by most other groups relied on AML xenograft approaches, we decided for the current study to investigate inflammation in the C1498 congenic murine model of AML [20–24]. Conceptually, this model enables us to evaluate the leukemic BM in the absence of potential cross-species responses [9], and avoids confounding inflammation from myeloablative conditioning [25]. First, to validate the model we intravenously (i.v.) injected C1498 AML cells (CD45.2; 1 × 10^6^ cells) into healthy non-conditioned C57BL/6 J (CD45.1) mice (Fig. 1A), with PBS-injected recipient controls. The C1498-engrafted recipients showed a median survival time around 21 days post-injection (Fig. 1B), with C1498 AML cells contributing to 24.3 ± 12.4% and 36.1 ± 12.3% of total leukocytes in the peripheral blood (PB) by day 18 and 21, respectively (Fig. 1C). PB cell count analysis at these timepoints showed a stable hematocrit, but a declining platelet count starting from day 18 (Supplementary Fig. 1A–C). Increased white blood cell counts coincided with elevated circulating leukemic blasts at both timepoints (Supplementary Fig. 1D). Necropsy examination of C1498-engrafted mice revealed splenomegaly (Fig. 1D), hepatomegaly (Fig. 1E) and a significant leukemic burden in the liver (Fig. 1F). Interestingly, despite low medullary leukemic burden (4.2 ± 2.2%; Fig. 1G), altered HSPC subpopulation frequencies were seen, including relatively reduced short-term hematopoietic stem cells (ST-HSC) and long-term hematopoietic stem cells (LT-HSC), but increased multi-potent progenitor (MPP)−3/4 cells (Fig. 1H–K). To delineate the inflammatory state of the leukemic BM at both day 18 and day 21, we utilized a multiplex Luminex platform assay to evaluate the spectrum of secreted factors in the AML niche. Here, levels of Cxcl9, Cxcl10, and Ccl12 were increased over 2-fold in BM extracellular fluid of C1498-injected mice (Fig. 1L). The data validate the C1498 model system with low medullary disease burden and recapitulate inflammation in the BM niche reported in patient studies. To assess the translational relevance of the elevated Cxcl10 observed in our murine model, we also analyzed AML patient BM plasma samples and found elevated levels of secreted CXCL10 and IL-6 compared to healthy donor BM plasma (Fig. 1M, N). Elevated IL-6 released from blasts in AML BM plasma has been previously reported [9], while elevated CXCL10 in AML BM plasma is described here for the first time. Together, the data suggest that HSPCs in the C1498 AML niche contributes to compartmental inflammation in the leukemic niche.

**Fig. 1:**
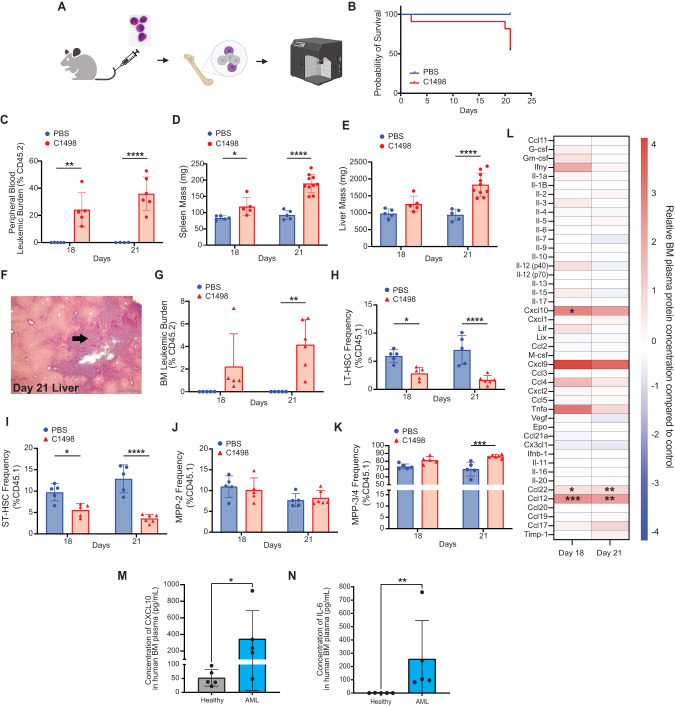
AML elicits compartmental inflammation in BM microenvironment. **A** Schematic of the experimental approach utilizing C1498 AML mouse model (*n* = 5). Endpoint analyses were performed 18- and 21-days post C1498 injection. **B** Survival probability C1498-engrafted mice compared to control. Detectable leukemic burden in PB (**C**), changes in spleen (**D**) and liver size (**E**), and evidence of extramedullary leukemic burden in liver (**F**) in C1498-engrafted mice. Detectable leukemic burden in BM (**G**), and analysis of residual HSPC subpopulation: LT-HSC (**H**), ST-HSC (**I**), MPP-2 (**J**), and MPP-3/4 (**K**) in C1498-engrafted mice. **L** Multiplex analysis of BM plasma in C1498-engrafted mice showed upregulated pro-inflammatory cytokine production compared to control. Validation studies using human BM plasma samples showed elevated pro-inflammatory cytokines, CXCL10 (**M**) and IL-6 (**N**) (*n* = 5). Values expressed as mean ± standard deviation (s.d.), Statistical significance was calculated using ANOVA. *p < 0.05; **P < 0.01; ***P < 0.001.

### HSPCs the AML niche acquire an inflammatory state

To elucidate the potential involvement of HSPCs in inflammatory signaling in the AML niche, we evaluated fluorescent-activated cell sorting (FACS)-sorted BM HSPCs (CD45.1) at animal sacrifice using single-cell RNA sequencing (scRNA-Seq) (Fig. 2A). We first analyzed the HSPC (Lin^−^ cKit^+^ Sca1^+^) transcriptome in a pseudo-bulk approach, comparing gene expression between C1498-engrafted (HSPC^C1498^) *versus* PBS-injected (HSPC^PBS^) recipients (Fig. 2B). Over-representation analysis (ORA) showed an increase in inflammatory response related pathways (e.g. Hallmark interferon gamma and interferon alpha pathways) in HSPC^C1498^ (Fig. 2C)*.* Further examination of top differentially expressed genes (Fig. 2D) showed that several inflammatory gene targets (*Irf7, Irf8, Stat1, Nfkb1, Nfkb2, Cxcl10)* were significantly upregulated (Fig. 2E). Quantitative real-time PCR (qRT-PCR) confirmed the increased expression of several inflammation-related genes in HSPC^C1498^, including known interferon-mediated inflammatory regulator genes (i.e. *Isg15;* Supplementary Fig. 1E). Together, scRNA-Seq and qRT-PCR analysis showed that normal HSPCs in the AML BM. transcriptionally convert to a pro-inflammatory state.

**Fig. 2:**
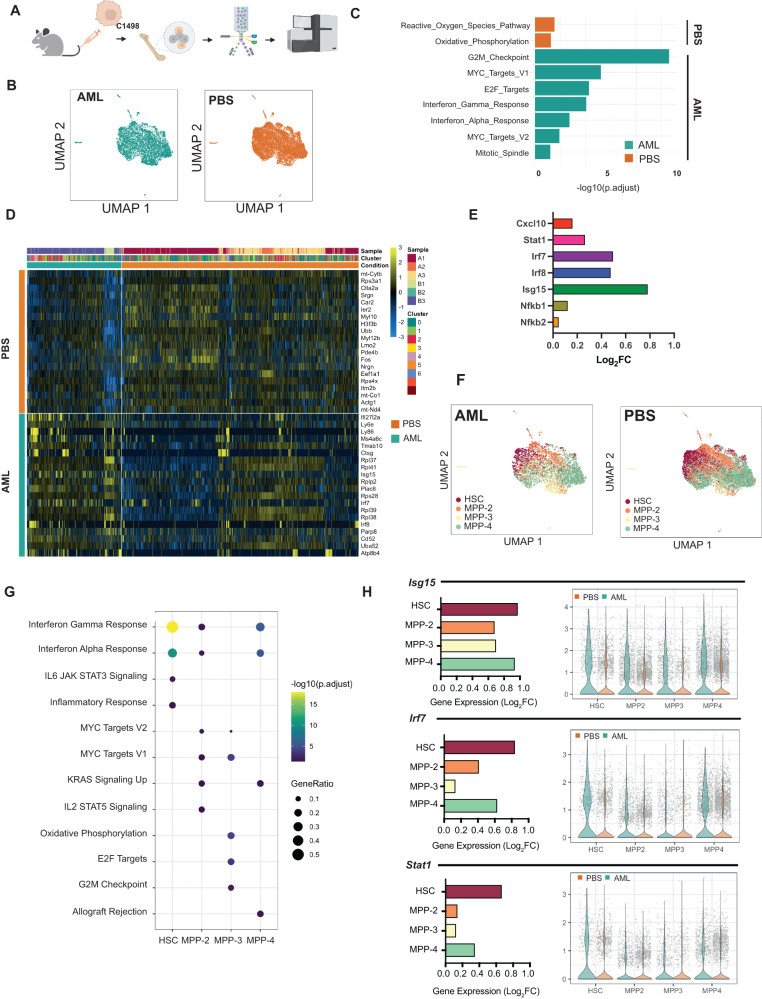
Single-cell transcriptomic analysis reveals hematopoietic stem and progenitor subpopulations exhibit an active inflammatory state in AML. **A** HSPCs from C1498-engrafted AML mice (day 21) were subjected to gene expression analysis (*n* = 3). **B** UMAP of single-cell RNA-sequenced (scRNA-Seq) HSPCs from PBS and AML mice. **C** Gene set enrichment analysis (GSEA) analysis of pathways enriched in HSPCs in AML. **D** Heatmap of top 20 differentially expressed genes by HSPCs in AML and control. **E** Gene expression of selected inflammation-related transcripts in AML. **F** UMAP of HSPC clusters defined into HSC and progenitor subpopulations (MPP-2, MPP-3, MPP-4). **G** GSEA analysis of pathways enriched in HSPC subpopulation in AML. **H** Gene expression of selected inflammation associated genes expressed in HSPC subpopulations in AML. Values expressed as mean ± s.d., Statistical significance calculated using ANOVA. *p < 0.05; **P < 0.01; ***P < 0.001.

To understand the potential contribution by specific stem and progenitor populations, we next classified single-cells into HSCs and multipotent progenitors (MPPs; MPP-2, MPP-3, and MPP-4) (Fig. 2F) by calculating a module score based on the expression levels of the previously described subpopulation gene signatures (Supplementary Fig. 2A) [26]. A list of differentially expressed genes in HSPC clusters included enrichment of inflammation related pathways (*Hallmark Interferon -Alpha* and *-Gamma* response pathways) in HSC, MPP-2, and MPP-4 subpopulations in AML (Fig. 2G). Analysis of top differentially expressed genes in the inflammatory response pathways reveals upregulation of several canonical inflammation response genes (*Isg15, Irf7, Stat1)* in HSCs and MPPs (Fig. 2H; Supplementary Fig. 2D, E). Gene ontology (GO) analysis of the genes differentially expressed in healthy HSC from the AML grafted cohort shows enrichment for myeloid differentiation (*p*-adjusted = 1.3 × 10^−4^) and innate immune processes (*p*-adjusted = 2.4 × 10^−5^) (Supplementary Fig. 2C). Collectively, these results demonstrate for the first time that HSCs and MPPs acquire an active inflammatory state in the AML BM.

To further probe for the presence of inflammation in healthy HSPCs in the AML niche, we turned to the translationally relevant MLL-AF9 mouse model of AML [27, 28]. This model system mimics human disease through doxycycline (DOX) -inducible human MLL-AF9 (iMLL-AF9) fusion oncogene expression [29, 30]. First, we generated chimeric recipients (CD45.2) bearing both iMLL-AF9 BM (CD45.1; iMLL-AF9 leukemic BM) and wildtype BM (CD45.1/2; resembling healthy BM) (Fig. 3A). Using this model, we show the emergence of a leukemic fraction in the PB following DOX induction (Fig. 3B). Assessment of BM on day 19 confirms the presence of myeloid-restricted MLL-AF9-expressing blasts (Fig. 3C–E; Supplementary Fig. 3A, B) and splenomegaly (Fig. 3F). Gene expression analysis of blasts showed upregulation of key oncogenic transcripts (hMLL-AF9, Meis1, Hoxa9) (Supplementary Fig. 3C–E). Importantly, assessment of residual normal HSPCs (CD45.1/2) showed signs of elevated inflammation (Supplementary Fig. 3F, G) without significant differences in HSPC subset distribution (Fig. 3G).

**Fig. 3:**
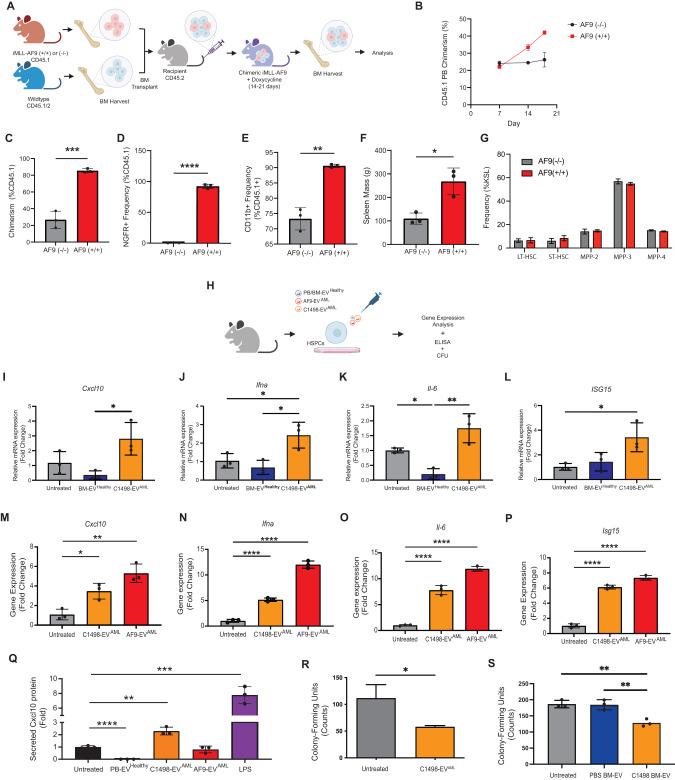
EV^AML^ incites inflammatory responses in HSPCs. **A** A schematic of iMLL-AF9 chimeric mouse model generation. **B** Assessment of leukemic hematopoietic fraction (CD45.1+) in the PB over the course of doxycycline induction. BM was assessed after 18 days of induction (*n* = 3) for leukemic fraction chimerism (**C**), the frequency of MLL-AF9-expressing cells (based on NGFR expression; cell expresses *MLL-AF9-IRES-NGFR*) (**D**), and myeloid cell frequency (**E**) in the leukemic fraction of the BM. **F** Spleen size and (**G**) LT-HSC (Lin^−^ cKit^+^ Sca1^+^ Flk2^-^ Cd150^+^ Cd48^−^), ST-HSC (Lin^−^ cKit^+^ Sca1^+^ Flk2^−^ Cd150^−^ Cd48^−^), MPP-2 (Lin^−^ cKit^+^ Sca1^+^ Flk2^−^ Cd150^+^ Cd48^+^), MPP-3 (Lin^−^ cKit^+^ Sca1^+^ Flk2^−^ Cd150^−^ Cd48^+^), MPP-4 (Lin^−^ cKit^+^ Sca1^+^ Flk2^+^ Cd150^−^ Cd48^+^) frequency were assessed (*n* = 3). **H** The role for EV^AML^ in inciting inflammatory responses in HSPCs were carried out by challenging FACS-sorted HSPCs (HSPCs sorted and pool from *n* = 3 mice per experiment) with EV^AML^. **I**, **L** Comparison of HSPC gene expression following 2 h exposure with EV derived from C1498 (C1498-EV^AML^) and healthy BM (BM-EV^Healthy^) (*n* = 3). **M**, **P** Comparison of HSPC gene expression following exposure with EV^AML^ from both C1498 and iMLL-AF9 blasts (AF9-EV^AML^) (*n* = 3). **Q** HSPC-secreted Cxcl10 were assessed 72 h following EV^AML^ exposure using ELISA. (**R**) Methylcellulose assay analysis of HSPC colony forming unit counts following 72 h challenge with either C1498-EV^AML^ (*n* = 3), or (**S**) EVs from the BM plasma of C1498-engrafted mice and PBS-injected mice (*n* = 3). Values expressed as mean ± s.d., Statistical significance calculated using ANOVA and Student’s *t*-test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

### AML-derived extracellular vesicles incite the inflammatory activation of HSPCs

We were struck by the observation that HSPCs in the C1498 AML niche are converted to an inflammatory phenotype despite low leukemic burden in the BM, and hypothesized that AML-derived extracellular vesicles (EV^AML^) may play a role [3, 4]. We first characterized the C1498 AML-derived EVs (C1498-EV^AML^) (Supplementary Fig. 4A, B) and confirmed the presence of lipid bilayer morphology vesicles with particle size of 131.0 ± 58.7 nm and enriched with known EV protein biomarkers (*Alix, Cd63, and Tsg101*) (Supplementary Fig. 4C, F). To determine whether EV^AML^ can directly incite inflammation in HSPCs, we next exposed FACS-sorted healthy HSPCs to C1498-EV^AML^ in vitro (Fig. 3H), and found transcriptional upregulation of *Cxcl10, Ifn-α, Il-6, and Isg15* (Fig. 3I–L). In contrast, EVs derived from healthy BM plasma (BM-EV^Healthy^) did not induce an inflammatory response in HSPCs. We further confirmed that EV^AML^ secreted from iMLL-AF9 blasts (AF9-EV^AML^) (Supplementary Fig. 4D, G) can also induce pro-inflammatory transcripts (*Isg15*, *Il-6*, *Ifn-α*, and *Cxcl10)* in naïve HSPC in vitro (Fig. 3M–P). Moreover, we confirmed using ELISA that HSPCs secrete significantly more Cxcl10 protein following C1498-EV^AML^ challenge (Fig. 3Q). With the observation of elevated Cxcl10 protein secretion in both the BM plasma of C1498-engrafted mice and as well in HSPC-conditioned medium following C1498-EV^AML^ exposure, our data indicate that HSPCs contribute to Cxcl10 secretion in the AML niche. Conversely, we excluded Cxcl10 secretion by C1498 cells, observing no Cxcl10 protein expression in both C1498-conditioned medium and C1498-EV^AML^ cargo (Supplementary Fig. 5A, B). Moreover, no detectable *Cxcl10* transcripts were found in C1498-EV^AML^ cargo (Supplementary Fig. 5C–D), nor was there evidence of direct mRNA transfer from EV^AML^ (Supplementary Fig. 5F, G), supporting our finding that *Cxcl10* expression is derived from EV^AML^-conditioned BM HSPCs. IFN gamma (IFN-γ) signaling pathway activation in our scRNA-Seq data [31], provides a plausible source of stimulation for *Cxcl10*. Functionally, IFN signaling and other inflammatory mediators have been shown to suppress progenitor clonogenicity and HSC stemness [14, 32]. To investigate whether inflammatory activation by C1498-EV^AML^ confers hematopoietic suppression in HSPCs, we plated primary HSPCs in methylcellulose colony-forming unit (CFU) assay following an C1498-EV^AML^ challenge ex vivo. Evaluation of the CFU colony counts confirmed reduced clonogenicity after exposure to C1498-EV^AML^ compared to control (Fig. 3R). Similarly, we observed functional progenitor suppression of HSPCs exposed to EVs derived from BM plasma of C1498-engrafted mice (BM-EV^C1498^). In contrast, HSPCs challenged with EVs derived from BM plasma of healthy controls did not exhibit clonogenic suppression (Fig. 3S). Together, our results indicate that EV^AML^ cause inflammatory activation and functionally suppress HSPC clonogenicity, albeit without a direct link to a specific the inflammatory mechanism.

To screen for potential signaling pathways involved in driving EV^AML^-mediated inflammation, we subjected HSPCs to a panel of various small molecule inhibitors of common inflammation-related signaling pathways. Mechanistically, our data suggest that EV^AML^ trigger inflammation via more than one signaling pathways. For example, pretreatment with JQ1 (1 μM), a MYC inhibitor, prior to C-1498-EV^AML^ challenge significantly suppressed *Cxcl10* and *Il-6* expression, but not *Ifna* and *Isg15 expression*, in HSPCs (Supplementary Fig. 6A top). Interestingly, in AF9-EV^AML^-challenged HSPCs pretreatment with JQ1 significantly suppressed *Ifna* and *Isg15* expression, but not *Cxcl10* and *Il6* expression, (Supplementary Fig. 6b top). Pretreatment utilizing rapamycin (1 μM) prior to C1498-EV^AML^ challenge, a mammalian target of rapamycin (mTOR) inhibitor, also significantly suppressed *Ifna* expression in HSPCs (Supplementary Fig. 6A bottom), but not in AF9-EV^AML^-challenged HSPCs (Supplementary Fig. 6B bottom). Suppression of only selected pro-inflammatory genes by JQ1 and rapamycin suggests that EV^AML^ activate HSPC through multiple pathways. Additional inhibition studies using inhibitors against other major inflammatory signaling pathways (i.e. IFNα receptor, JAK/STAT, TLR-4, NF-kB and TGF-β) failed to suppress inflammatory signaling in HSPC by C1498- (Supplementary Fig. 7) and AF9- (Supplementary Fig. 8) EV^AML^.

To gain insight into the EV^AML^ cargo responsible for regulating inflammatory responses, we assayed EVs for microRNAs (miRNA) given their known role as modulators of inflammation. miRNA profiling analysis shows that 11 inflammation-related miRNAs are enriched in both C1498- and AF9-EV^AML^ (i.e. miR-155-5p, miR-106a-5p, miR-106b-5p, miR130b-3p, miR-16-5p, miR-181a-5p, miR-19b-3p, miR-466k, miR-93-5p, miR-126a-5p) compared to healthy HSC-derived EVs (Supplementary Fig. 9A). The ensemble of candidate miRNAs present in EV^AML^ suggest that multiple pro-inflammatory signaling pathways can be potentially engaged. miR-155-5p is a master regulator of inflammation and is also found to be enriched in BM-EV derived from C1498-engrafted mice (Supplementary Fig. 9B). To investigate the involvement of miR-155 in EV^AML^, we assayed miR-155 levels in HSPCs following EV^AML^ and found elevated mR-155 levels in HSPCs at 24 and 48 h post C1498- and AF9-EV^AML^ (Supplementary Fig. 9C), respectively. Moreover, we assayed for gene expression of selected miR-155 binding targets and found significant downregulation of miR-155 targets *Msh2, Jarid2, and Wee1* following C1498- (24 h; Supplementary Fig. 9D) and AF9- (48 h; Supplementary Fig. 9E) EV^AML^ challenge, suggesting that miR-155 is involved in EV^AML^ mediated regulation but the kinetics differ between C1498- and AF9- EV^AML^. In summary, our data shows that EV^AML^ carry a proinflammatory miRNA cargo and incite inflammation in HSPCs via multiple signaling pathways.

### EV^AML^ incite inflammatory responses in HSPCs in vivo

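Bulk RNA-Seq was done on HSPCs (Lin- cKit+ Sca1+) sorted from the bone marrow of 12 mice, 3 in each of 4 groups. The mice were 8 to 12 weeks old and received PBS as the vehicle, EVs of healthy peripheral blood (PB-EV), EVs of AF9 leukemia (AF9-EV), or lipopolysaccharide (LPS), a bacterial trigger of inflammation. PBS and EVs were given in 3 injections 24 h apart, and LPS in 1 injection of 3 mg/kg. The particle dose in the paper's text is the upper end of the range that the sample labels give. Cells were harvested 24 h after the last injection, and the libraries were made with a strand-specific kit. The authors counted the reads with RSEM, which divides reads that fit several transcripts between them, and deposited expected counts and TPM (transcript counts scaled for length and library size) for each gene. The genome build and annotation release are not named in the paper's text, and 45143 of the 45706 gene identifiers were found in GENCODE M21 (GRCm38), from which symbols and positions were taken.

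The counts per library summed to between 7550124 and 17670895 in PBS (median 15777102), between 8255173 and 17376457 in PB-EV (median 14207357), and between 6715467 and 14474286 in AF9-EV (median 12236133). In the LPS group, replicate 2 had 17466741 counts, replicate 3 had 12200867, and replicate 1 had 17819, on 231 genes. Of the counts of LPS replicate 1, 34.0% lay on CT010467.1 and 28.9% on Gm42418, so this library carries little information on other genes. Expected counts were rounded to whole numbers, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes that passed edgeR's filter on low counts. PBS, PB-EV and AF9-EV were fitted together over 15341 genes, and LPS was compared with PBS in a fit of all 12 libraries over 15349 genes. Between replicates of PBS, PB-EV and AF9-EV, the squared differences of the counts were at least 13.8 times those of counting noise. These differences include those of the library preparation. Same-numbered replicates of PBS, PB-EV and AF9-EV deviated together from their group means, so results of a fit with the replicate number as a block are given as well. Replicate 2 of these 3 groups and replicate 3 of LPS hold reads antisense to genes: Tsix, the antisense transcript of Xist, had 272 to 782 CPM (counts scaled to library size) in these 4 libraries and 0.396 to 2.04 in the 7 other libraries of full depth.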

To determine whether EV^AML^ can incite inflammatory signaling in HSPCs in vivo, we subjected healthy C57BL/6 J mice to serial administration (once daily for 3 days) of EV^AML^ (Fig. 4A). Transcriptomic analysis of HSPCs (KSL) from AF9-EV^AML^-injected mice (HSPC^AF9-EV^) harbored a distinctly different transcriptome profile compared to HSPCs from PBS- and healthy peripheral blood (PB)-EV- injected recipients (Fig. 4B, C**;** Supplementary Fig. 4E, H). 

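Between AF9-EV and PBS, 124 of 15341 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 79 higher and 45 lower in AF9-EV. At an unadjusted p-value under 0.05 there were 2812 genes. For 3670 genes (23.9%) the 3 AF9-EV mice lay entirely above or below the 3 PBS mice, where chance gives 10% of genes. With the replicate number as a block, 1255 genes passed, 617 higher and 638 lower, among them all 124. Over the alternatives, the number of differential genes AF9-EV vs PBS moved most upward with DESeq2's Wald test, to 1505. It was 0 without PBS replicate 3, without PB-EV replicate 3 or without AF9-EV replicate 1, 1 without PBS replicate 1, 3 without AF9-EV replicate 3, and 46 without AF9-EV replicate 2. It was 244 without PBS replicate 2 and 207 without PB-EV replicate 1.

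With edgeR, no gene passed between PB-EV and PBS (0 genes, 1022 at an unadjusted p-value under 0.05). The groups lay apart for 10.5% of genes. With the block, 3 genes passed, Oas2 higher and the immunoglobulin segments Ighv6-3 and Igkv5-39 lower in PB-EV. Between AF9-EV and PB-EV, 0 genes passed (1601 at an unadjusted p-value under 0.05), and the groups lay apart for 15.6% of genes. With the block, Thbs1, C3 and S100a9 passed, all 3 higher in AF9-EV. AF9-EV against the 6 mice of PBS and PB-EV together gave 2 genes, Ampd3 and Gm37297, both higher (2540 genes at an unadjusted p-value under 0.05), and 436 genes with the block. It gave 568 genes without PB-EV replicate 2, 20 without AF9-EV replicate 2, and 0 without any other single mouse. All these counts are from edgeR. DESeq2's Wald test called more genes in each of the 3 comparisons, with counts given among the alternatives below. Oas2, Ighv6-3, Igkv5-39 and Thbs1 were named after their values were seen.

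By the rule fixed in advance, the genes with the lowest p-values between AF9-EV and PBS were C3, Elane, Chd7, Slc25a21 and Spib among those higher, with log2 fold changes from 1.48 (Elane) to 2.37 (C3), and Hist1h2bc, Hist1h2br, mt-Nd3, Hist1h2bb and Hist1h2bg among those lower, with log2 fold changes from -0.81 (Hist1h2bc) to -1.15 (mt-Nd3). Histone genes share reads with near-identical copies, so their single values are uncertain. Of the 8 other genes that Fig. 4B, C label, 6 were higher and 2 lower in AF9-EV than in PBS, with log2 fold changes from -0.49 (Cd48) to 2.47 (Mefv). That of Mefv lay between 1.82 (without AF9-EV replicate 1) and 2.69 (without PBS replicate 1) when 1 mouse was left out. None of these 8 passed without the block (0 genes; 7 at an unadjusted p-value under 0.05), and 6 passed with it. Irf7 was at 61.8 ± 17.4 CPM (SD, n = 3) in PB-EV, 33.3 ± 2.43 (SD, n = 3) in PBS and 37.6 ± 1.41 (SD, n = 3) in AF9-EV. Its log2 fold change in PB-EV was 0.89 (standard error 0.17, adjusted p = 0.727 from edgeR's quasi-likelihood test), 0.64 without PB-EV replicate 1, and its adjusted p with DESeq2 was 0.00218, the lowest of 22 alternatives that reached up to 1.00.

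Over the 500 most variable genes, the 3 injected groups accounted for 2.09% of the variance (pseudo-F 0.0640, p = 0.85 by exact permutation of the 9 mice in 280 partitions), and the replicate numbers for 94.0%. The first principal component held 93.1% of this variance and set the libraries numbered 2, which carry antisense reads, apart from the other 6. As deviations from the mean of each replicate number, the groups had a pseudo-F of 1.61 (p = 0.417 by exact permutation within the numbers, 36 arrangements), and 1.83 over genes without exons on the opposite strand (p = 0.0556 by the same permutation).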

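Gene sets were ranked through all tested genes by fgsea on the signed root of edgeR's F statistic. They comprised 9 Reactome sets, in the older version that the fgsea package holds, and 17 lists written in advance, of which 25 sets had enough tested genes. Some lists share genes with the panels of Fig. 4E, which the study picked on these samples. From the AF9-EV panel, the late neutrophil granule list holds S100a8, S100a9, Ngp, Camp and Chil3, and the early list Fcnb. The plasmacytoid dendritic cell list holds Siglech and Spib from it. The interferon list shares Irf7, Oas2 and Rnf213 with the PB-EV panel. Scores of these lists are therefore not independent of the study's choice. Hallmark sets, and the sets for antimicrobial peptides, neutrophil degranulation and Toll-like receptor regulation, were not analysed here. Between AF9-EV and PBS, 6 of the 25 sets passed an adjusted p-value of 0.05, all 6 higher in AF9-EV. The erythroid and heme genes had a normalized enrichment score of 2.50 (adjusted p = 3.24e-07 from fgsea), the late neutrophil granule genes 2.09 (adjusted p = 0.00139) and the early granule genes 2.00 (adjusted p = 0.00139). Plasmacytoid dendritic cell genes scored 1.9 (adjusted p = 0.0044), T and NK cell genes 1.81 (adjusted p = 0.0362) and the Reactome set for heme biosynthesis 1.68 (adjusted p = 0.0475).

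Of the Reactome sets on immunity, Innate Immune System had a normalized enrichment score of -1.17 in AF9-EV (adjusted p = 0.143 from fgsea), and -1.27 with the replicate block (adjusted p = 0.0389), -1.39 without PBS replicate 2 (adjusted p = 0.00489) and -1.35 without AF9-EV replicate 1 (adjusted p = 0.0107). Ranked by log2 fold change, its score was positive, 0.566, and did not pass. Degradation of the extracellular matrix scored 1.4 (adjusted p = 0.126), Complement cascade 0.946 (adjusted p = 0.621), Initial triggering of complement 1.03 (adjusted p = 0.597), and the immunoregulatory interactions between lymphoid and non-lymphoid cells 1.00 (adjusted p = 0.597). Interferon alpha beta signaling scored 0.608, Interferon gamma signaling 1.00 and Toll-Like Receptors Cascades -0.751, none of these 3 past the threshold. The type I interferon-stimulated genes scored 0.987 (adjusted p = 0.597), the interferon gamma target genes 1.32 (adjusted p = 0.203), and the NF-kB and acute inflammation genes 1.09 (adjusted p = 0.569). The replicate block moved the count of sets past the threshold most upward, to 10, of which 7 were higher in AF9-EV. With fry, a set test that uses the spread between mice, 1 set passed, the late neutrophil granule genes (adjusted p = 0.0324), and 0 passed with camera at an estimated correlation between genes.

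In PB-EV against PBS, 10 sets passed with fgsea, among them the type I interferon-stimulated genes with a normalized enrichment score of 2.91, the interferon gamma target genes with 1.98 and the early granule genes with 1.98 (adjusted p = 0.00252), and 0 passed with fry. The late neutrophil granule genes scored 1.66 in PB-EV (adjusted p = 0.052 from fgsea), and passed in 5 of the 9 fits that each left out 1 mouse. In both granule lists, the 3 PB-EV mice lay above the 3 PBS mice. The score of a list in each mouse was its mean log2 CPM. Against the 6 mice of PBS and PB-EV, the AF9-EV score was higher by 0.92 for the late neutrophil granule genes (p = 0.0119, exact permutation over 84 splits, two-sided, the smallest p possible), by 0.77 for the early granule genes (p = 0.0238, same permutation), by 0.93 for the erythroid and heme genes (p = 0.0238, same permutation) and by 0.10 for the NF-kB and acute inflammation genes (p = 0.0238, same permutation). After Benjamini-Hochberg adjustment over the 17 lists, 0 passed, with a lowest adjusted p of 0.101 in this exact test. Permuted within the replicate numbers, the late neutrophil granule and the erythroid genes had p = 0.037 (exact, 27 arrangements; adjusted p = 0.315), and the early granule and the NF-kB genes p = 0.0741 (same permutation). Without AF9-EV replicate 1, p was 0.0714 for the early granule and the erythroid genes and 0.357 for the NF-kB genes, and without AF9-EV replicate 3 it was 0.0714 for the erythroid and 0.214 for the NF-kB genes, by exact permutation over 28 splits. The NF-kB genes had p = 0.411 without PBS replicate 2, 0.0536 without PBS replicate 3 or PB-EV replicate 2, and 0.0714 without PB-EV replicate 3, by exact permutation over 56 splits.

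**Figure D1:**
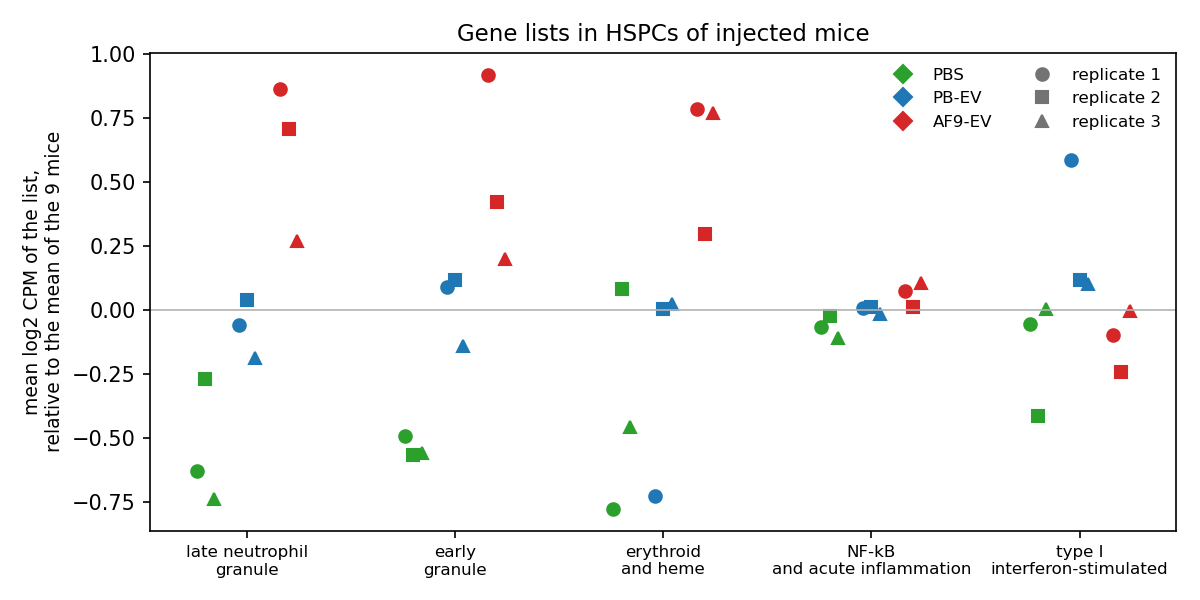
Mean log2 CPM of 5 gene lists in each of 9 mice, relative to the mean of the 9 mice. Points are mice, colored by group and shaped by replicate number; the 3 AF9-EV mice lie highest for the late neutrophil granule genes, and 1 PB-EV mouse, replicate 1, lies at 0.59 for the interferon-stimulated genes.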

Notably, gene set enrichment analysis (GSEA) revealed enrichment of several inflammatory- and immune response related pathways (Fig. 4D). Along with upregulation of several well annotated inflammation related genes (*S100a8*, *S100a9, Sphk1, Mmp14, Clec5a, Sgms2s)* in HSPC^AF9-EV^ (Fig. 4E), these results indicate that AF9-EV^AML^ can by themselves induce innate immune responses in vivo. 

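All 6 genes were higher in AF9-EV than in PBS in every mouse of the group, on 3 to 527 counts per library. S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035, GRCm38) was at 22.7 ± 7.72 CPM (SD, n = 3) in AF9-EV and 5.42 ± 2.82 (SD, n = 3) in PBS. Its log2 fold change was 2.03 (standard error 0.38, adjusted p = 0.0481 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) was at 19.2 ± 6.25 (SD, n = 3) and 4.21 ± 1.25 (SD, n = 3), with a log2 fold change of 2.21 (standard error 0.31, adjusted p = 0.0387 in the same edgeR test). Sgms2 (ENSMUSG00000050931, chromosome 3, 131318985 to 131491411) was at 21.1 ± 12.8 (SD, n = 3) and 4.85 ± 0.377 (SD, n = 3), with a log2 fold change of 2.14 (standard error 0.38, adjusted p = 0.048 in the same edgeR test). Its value rests in part on AF9-EV replicate 1, without which the log2 fold change was 1.5 (adjusted p = 0.115 from edgeR). It passed in 1 of the 9 fits that each left out 1 mouse.

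The other 3 genes stayed above the threshold in this fit. The log2 fold change of Sphk1 (ENSMUSG00000061878, chromosome 11, 116530925 to 116536674) was 1.41 (standard error 0.33, adjusted p = 0.0705 from edgeR), that of Mmp14 (ENSMUSG00000000957, chromosome 14, 54431612 to 54445364) 1.37 (standard error 0.30, adjusted p = 0.0585 from edgeR), and that of Clec5a (ENSMUSG00000029915, chromosome 6, 40574894 to 40585821) 1.71 (standard error 0.51, adjusted p = 0.109 from edgeR). With the replicate number as a block, all 6 passed, with adjusted p-values from edgeR between 1.41e-04 (S100a9) and 0.0291 (Clec5a). Adjusted over the list alone, all 6 passed without the block as well, but the study chose the list on these samples, so this is not independent evidence. Without 1 mouse in turn, the log2 fold change of S100a8 stayed between 1.74 and 2.6 and passed in 0 of 9 fits (adjusted p between 0.054 and 0.236 from edgeR, highest without AF9-EV replicate 1). That of S100a9 stayed between 1.95 and 2.45 and passed in 5, but not without PBS replicate 1 or 3, PB-EV replicate 3 or AF9-EV replicate 1. Sphk1 passed without PBS replicate 2 (adjusted p = 0.0363 from edgeR).

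The same 6 genes were also higher in PB-EV than in PBS, with log2 fold changes from 0.44 (Mmp14) to 1.13 (S100a8). Of these, 0 passed over all genes (3 at an unadjusted p-value under 0.05), and 3 adjusted over the list alone. Between AF9-EV and PB-EV the log2 fold changes lay from 0.90 (S100a8) to 1.23 (S100a9). Here 0 passed over all genes (5 at an unadjusted p-value under 0.05), 5 adjusted over the list alone, and S100a9 with the block (adjusted p = 0.0364 from edgeR). From the enriched gene sets and the upregulation of these genes, the paper concludes that the EVs of AF9 leukemia can induce innate immune responses by themselves.

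**Figure D2:**
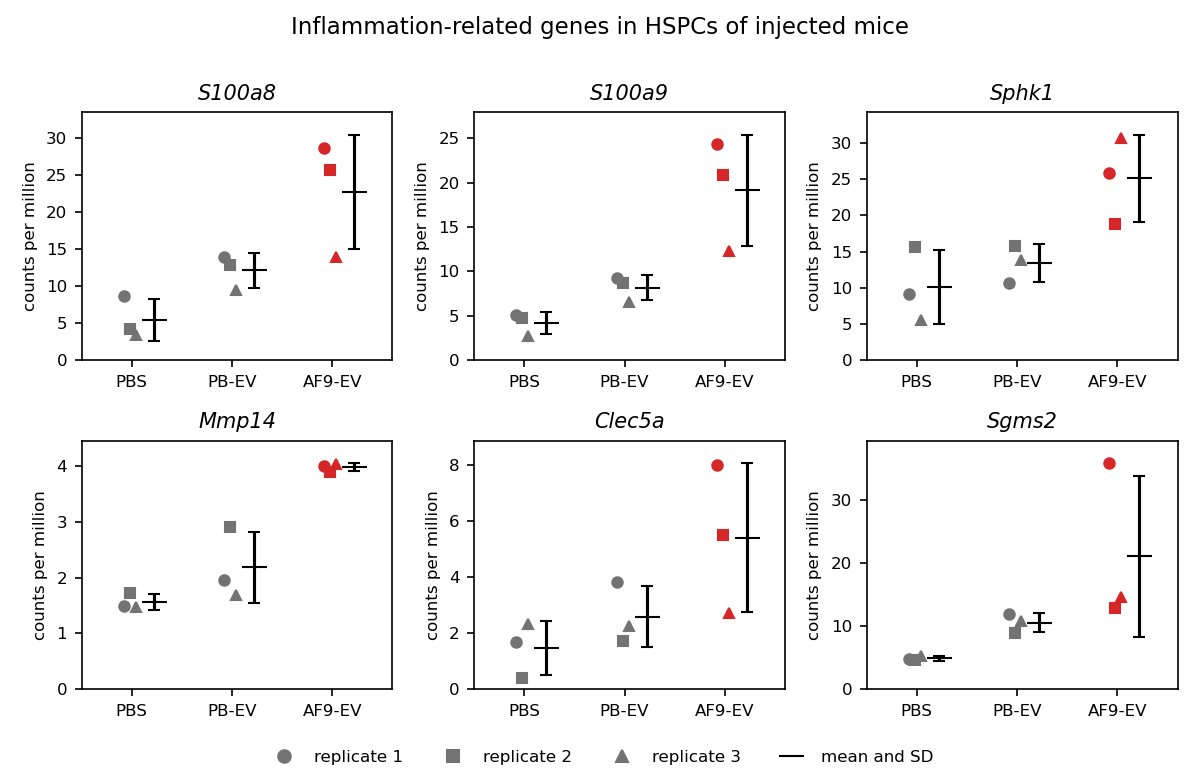
CPM, normalized by edgeR's TMM method, of 6 inflammation-related genes in the HSPCs of 9 injected mice. Points are mice, shaped by replicate number, and bars give the mean and SD of each group; S100a8 has a mean of 5.42 in PBS, 12.1 in PB-EV and 22.7 in AF9-EV.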

Prior studies have reported upregulation of Sca-1 surface protein expression in non-HSPC progenitors (Lin^−^ cKit^+^ Sca1^−^) under inflammatory stress, which can impact conventional HSPC (Lin^−^ cKit^+^ Sca1^+^) immunophenotyping and FACS sorting [33]. To exclude this confounder, we compared HSPC subsets assignment using conventional LSK with an alternate immunophenotyping strategy: LSK (Lin^−^ cKit^+^ Sca1^+^; Supplementary Fig. 10A) and L86K (Lin^−^ CD86^+^ cKit^+^; Supplementary Fig. 10B). These results confirmed that, in contrast with the well described increase in LSK frequency following LPS challenge, there were no significant differences between LSK and L86K frequencies following AF9-EV^AML^ challenge compared to controls (Supplementary Fig. 10C–I). Altogether, our results show AF9-EV^AML^ can elicit the inflammatory conversion in HSPCs.

**Fig. 4:**
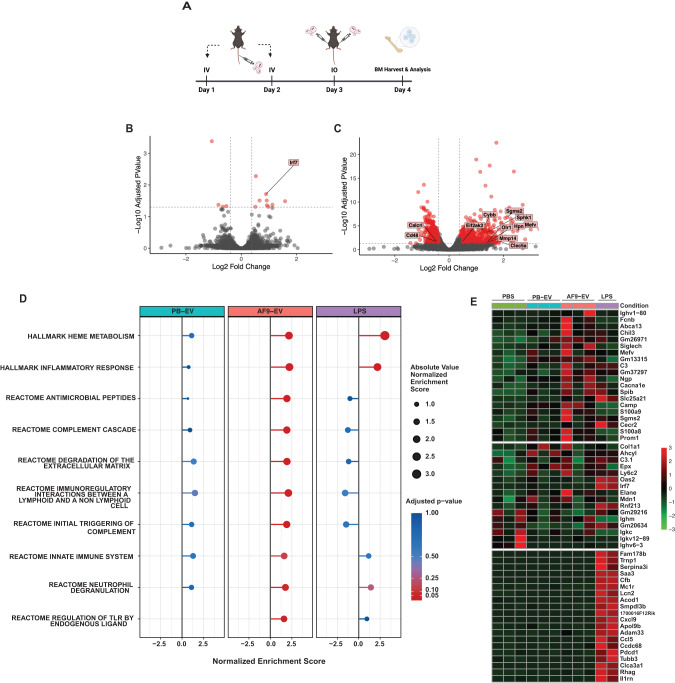
EV^AML^ incites inflammatory responses in HSPCs in vivo. **A** B6 CD45.1 mice were serially injected with AF9-EV^AML^ (2E9 particles/day) for 3 days (*n* = 3). Mice received either PBS or PB-EV (2E9 particles/day) served as negative controls. HSPCs from injected mice were harvested 24 h the last injection and subjected to RNA-Seq analysis. Volcano plots illustrating differential HSPCs gene expression between: (**B**) PB-EV and (**C**) AF9-EV^AML^. **D** GSEA analysis of differential expressed genes in HSPCs from AF9-EV^AML^ showed enriched inflammatory related pathways compared to vehicle control (PBS-injected). **E** Heatmap of top 20 inflammatory targets significantly upregulated in HSPCs from AF9-EV^AML^- (top), PB-EV- (mid), and LPS- injected (lower panel) mice compared to vehicle control (PBS-injected).

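Of the 20 genes in the AF9-EV panel of Fig. 4E, 19 could be tested between AF9-EV and PBS, and all 19 were higher. Over all genes 14 passed with edgeR, 19 with the replicate block, and 19 adjusted over the list alone. In the PB-EV panel, 15 names matched a symbol (Ahcyl did not), and 0 passed over all genes between PB-EV and PBS (2 with the block), against 13 adjusted over the list alone (14 with the block). Of these 15, 9 were higher and 6 lower in PB-EV. In the LPS panel, 9 of 20 genes had enough counts in the fit of all 12 libraries, and all 9 passed, each higher in LPS than in PBS. The study picked these genes on the same samples, so the counts over each list alone are not independent evidence.

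Between LPS and PBS, 1097 of 15349 genes had an adjusted p-value under 0.05 with edgeR, 395 higher and 702 lower. The median log2 fold change of all genes was -0.24 in this fit, which includes LPS replicate 1 with its 17819 counts. Without that library, 4888 genes passed. Fig. 4E shows 2 LPS columns. The interferon-induced genes Cxcl9, Cxcl10, Isg15 and Irf7 had log2 fold changes of 5.42, 3.98, 3.47 and 3.4 in LPS, with adjusted p-values of 9.77e-22, 1.81e-14, 1.07e-11 and 2.03e-05 from edgeR. Sphk1, Mmp14, Clec5a and Sgms2 were higher in LPS than in PBS, with log2 fold changes of 3.15, 2.67, 3.21 and 1.6. S100a8 was lower in LPS (log2 fold change -1.38, standard error 0.50, adjusted p = 0.0722 from edgeR), as was S100a9 (log2 fold change -1.51, standard error 0.52, adjusted p = 0.0486 from edgeR). Over 22 alternatives the adjusted p of S100a9 lay between 0.0225 and 0.667, and it passed in 5 of them. In the fits that each left out 1 mouse, it passed only without LPS replicate 1 (adjusted p = 0.0321 from edgeR). With the replicate number as a block, S100a9 did not pass.

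The naming rule fixed in advance gave Gm10801, Gm26870, Gm10800, Tecpr2 and Ehd3 among the genes higher in LPS, and Sgsm1, Pgr, Emp1, Mrc1 and Prex2 among those lower. It asked that all 3 LPS libraries lie apart from PBS, so the higher genes had to be detected in LPS replicate 1, where few counts make a large share. Gm10801, Gm26870 and Gm10800 had at most 3 counts in each PBS library, so no fold change is given. Tecpr2 and Ehd3 had log2 fold changes of 1.65 and 1.28, and the 5 lower genes of -4.46 (Mrc1) to -5.26 (Pgr).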

### Human AML-derived EVs trigger inflammatory programs in human CD34 HSPCs

To assess the translational significance of our findings, we asked whether human AML-derived EVs (hEV^AML^) can also incite inflammatory activation in human HSPCs. To test this, we harvested hEV^AML^ (MOLM-14-, HL-60-, and U-937-hEV^AML^) derived from three different human AML cell lines (MOLM14, HL-60, and U-937) and subjected BM hCD34 cells to hEV^AML^ exposure challenge (Fig. 5A). Gene expression analysis of hCD34 reveals that MOLM-14-, HL-60-, and U-937-hEV^AML^ incited inflammatory activation in hCD34 cells (Fig. 5B). Interestingly, all three hEV^AML^ triggered significantly elevated expression of CCL7 and CD40LG in hCD34 HSPCs. In addition, MOLM-14- and U-937- hEV^AML^ also triggered upregulated expression of CCL3, CCL4, and IL8 (Fig. 5C). Altogether, the results herein reinforce our findings that EV^AML^ plays a role in triggering inflammatory activation in HSPCs in human.

**Fig. 5:**
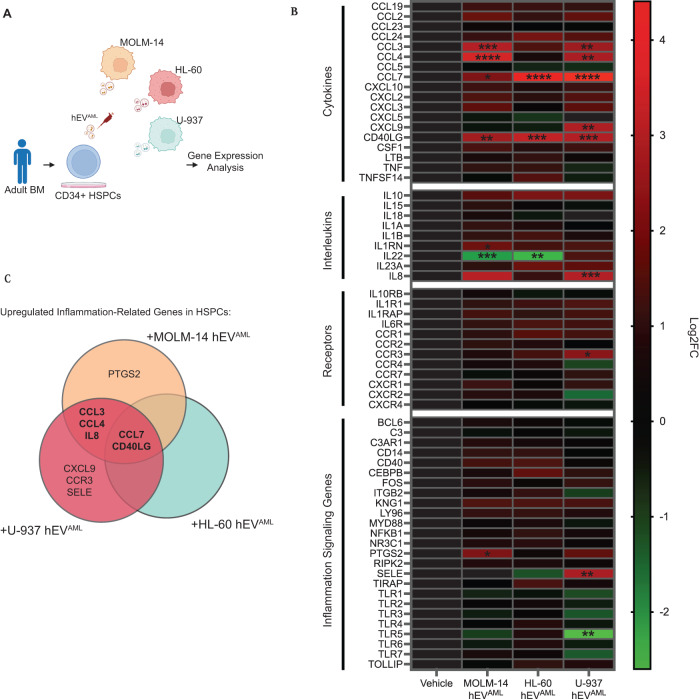
Inflammatory signaling in human CD34 HSPCs following human AML-derived EV^AML^ exposure. **A** Schematic of hEV^AML^ challenge on BM CD34 cells ex vivo. **B** Averaged gene expression analysis of CD34 cells following MOLM-14- (*n* = 4), HL-60- (*n* = 4), and U-937-(*n* = 4) hEV^AML^. **C** Venn diagram of the inflammatory gene expression profile in HSPCs challenged with different hEV^AML^. Statistical significance calculated using ANOVA. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

## Discussion

Inflammation has long been associated with AML pathogenesis, accounting for the suppression of healthy HSPCs, leukemia promotion and clonal selection [34]. Yet, comprehensive insight into the cellular sources, mediators and mechanisms remains elusive, in part constrained by the reliance on experimental modeling in xenografts. We hypothesized that healthy HSPC are more than simple bystanders and play an active role in the inflammatory leukemic niche. The resulting studies in two congenic murine models of AML now reveal for the first time the extent to which healthy HSPC subpopulations undergo pro-inflammatory conversion in the leukemic niche. We show that this process involves EV^AML^ crosstalk that activates interferon pathways and upregulates expression of the pro-inflammatory chemokine *Cxcl10*, among others, in healthy HSPCs.

Prior studies of AML link inflammatory cytokine secretion to AML blasts and BM stromal components [6, 12]. Unlike reports in myeloproliferative neoplasms, the role of residual healthy hematopoietic cells in AML and their contribution to the inflammatory secretome has received relatively little attention [35, 36]. Here, we dissected the role of immunophenotypic HSPC and demonstrate that the single cell transcriptome aligns with the BM plasma secretome even at low leukemic burden. Work in both C1498 and iMLL-AF9 AML models consistently demonstrates that HSPCs undergo an inflammatory conversion in the AML niche that prominently involves interferon signaling [37]. GSEA and GO analysis of HSCs in AML reveal pathway enrichment for myeloid differentiation and innate immune response processes, previously reported in models of experimental LPS-induced inflammation in HSPC [38]. Intriguingly, immunophenotypically defined HSCs show robust *Cxcl9* and *Cxcl10* gene expression, both targets of IFN-γ pathway activation, when neither is secreted by AML blasts. Perhaps not surprisingly, given their diverse cargo, our results suggest that EV^AML^ can trigger multiple inflammatory signaling axes (including mTOR and MYC associated pathways) in HSPCs, precluding the easy identification of a unifying mechanism in our studies. Our examination of miRNA content in EV^AM^ may provide the strongest lead in its repertoire of inflammation-related miRNA cargo. In addition to the potential involvement of miR-155, the enrichment of miR-181b-5p in AF9-EV^AML^ also offers direct connection to our prior study of uniquely enriched small RNA in AML patient plasma EVs [39].

Our studies further revise the view of HSPCs as passive bystanders that are physically displaced from niche occupancy by encroaching AML blasts. Several groups showed that active crosstalk by leukemic cells at low tumor burden can elicit progenitor suppression while preserving long-lived HSCs in the BM [40–44]. However, while these changes are reversible, adaptation to sustained inflammatory stress may impose durable changes in HSC with potential generation of preleukemic clones, [42, 45], or as a source of selective pressure that promotes clonal amplification [46, 47]. For example, clonal hematopoiesis with indeterminate potential (CHIP), more commonly in AML patients, is one of the conditions closely associated with inflammation, wherein clonal expansion compromises long-term HSC function [48]. Inflammation significantly alters fate and function of HSC through regulation of survival factors, myelopoiesis and immunosuppressive response [38], but clonal restriction through selective expansion of clones bearing CHIP mutations promotes systemic inflammatory sequelae [49].

Adding HSPC to the list of cellular sources of the inflammatory secretome, the current observations expand our understanding of the AML BM as a self-reinforcing inflammatory niche and potential sanctuary for disease persistence [12]. HSPC secreted factors, such as CXCL10 have not been evaluated in the setting of drug resistance in AML, but have been suggested to promote chemoresistance [50] and blast migration to the BM of an acute lymphoblastic leukemia model [51]. Other studies showed that CXCL10 suppresses colony formation by human hematopoietic progenitors [52].

Our results of hEV^AML^ exposure of healthy hCD34 cells not only extend our mouse model findings, but also provide insight into how hEV^AML^ derived from different AML subtypes (FAB Types M2, M5, and M5a) can exert both shared and unique inflammatory stimuli on HSPCs. In terms of similarities, all three hEV^AML^ incited immune cell chemotaxins CCL7 and CD40LG expression in CD34 HSPCs. Notably, CD40L can serve a pro-leukemic role by promoting proliferation and anti-apoptotic effects in AML blasts [53], and boost inflammatory cytokine secretion (e.g. IL-6) in AML blasts [53]. A comparison between the two monocytic leukemia cell lines, MOLM-14 (FAB type M5) and U-937 (FAB type M5a), further revealed similarities amongst the monocytic leukemias as they both also incited upregulation of CCL3, CCL4 and IL-8 in HSPCs, which were not observed in HL-60 (promyelocytic leukemia; FAB type M2). All three cytokines have been associated with poor prognosis in AML [54–56].

The translational significance of an inflammation-primed HSPC compartment also informs our understanding of the delayed hematopoietic recovery of cytopenic patients [14]. Moreover, HSPCs may serve as long-lived cytokine producers, potentially contributing to drug resistance and relapse in AML [56–58]. While our study provides unambiguous evidence for inflammatory adaptation of HSPC in the leukemic BM, we cannot comment on the long-term consequences and durability. We also cannot comment on the EV specific mechanism that elicits inflammation, and the data do not fully exclude components of the non-EV secretome from the observed effects. We anticipate that inflammation will vary depending on AML subtype and age of the patient. Clinically, a recent study in pediatric and adult AML patients showed that inflammation is present at any stage of AML, independent of tumor burden [9], correlating in another study with worse overall survival and led to the proposal of a new scoring system that incorporates inflammation into an outcome risk score [59]. Broadly, modulating inflammation [60] may offer significant benefits in AML patients beyond remission induction.

Altogether, our report provides first evidence that healthy HSPC contribute to the compartmental inflammation in the AML niche. Such a conversion can be elicited by EV trafficking, leaving HSPCs as long-lived hubs of inflammatory activity with a potentially profound impact subsequent response to infection or re-emergence of disease.

## Methods

Due to space constraints, please refer to the “Supplementary – Expanded Methods” section for extensive methods description.

### Supplementary information

Supplementary Figures and Tables

Supplementary Expanded Methods

## Data Availability

Raw sequencing data are deposited into Gene Expression Omnibus (GEO) database and accessible by the public. 1) Bulk RNA-Seq gene expression dataset of HSPCs following AF9-EV^AML^ (Accession ID: GSE239307); 2) ScRNA-Seq gene expression dataset of HSPCs in C1498-engrafted mice (Accession ID: GSE238091).

How the deposited data were processed for this re-analysis (not part of the article)

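Bulk RNA-Seq libraries of sorted bone marrow HSPCs from 12 mice were analysed, 3 each injected with PBS, PB-EV, AF9-EV or LPS. Group and replicate number were taken from the sample labels. Every library entered, including LPS replicate 1, which held 17819 counts, because the paper's text does not say which LPS library Fig. 4E leaves out.

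The authors counted reads per gene with RSEM and deposited the expected counts, without normalization, and TPM values. Of the expected counts deposited, 3.91% are not whole numbers. The same values per transcript were not used here. The aligner, the genome build, the annotation release and any read filter are not named in the paper's text. The paper refers to supplementary expanded methods, which were not available here and may name them. Of 45706 gene identifiers, 45143 were found in GENCODE M21, and the others were kept under their identifier.

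Expected counts were rounded to whole numbers. Normalization used TMM in edgeR 4.0.16 (R 4.3.3), genes were filtered by filterByExpr with the groups, and the quasi-likelihood test was run with robust estimation. A gene passed at a Benjamini-Hochberg adjusted p-value under 0.05 over the genes tested. PBS, PB-EV and AF9-EV entered 1 fit without LPS, since LPS shifts many genes, and LPS entered a fit of all 12 libraries. AF9-EV was also set against PBS and PB-EV as 1 control group. Per-mouse values are CPM, or log2 CPM with a prior count of 2. A fold change against a group at or under 3 counts in every library is not given.

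Gene sets were tested with fgsea 1.28.0 on 9 Reactome sets and 17 lists of inflammation, granule, interferon, cell type, cell cycle and immediate early genes, with 5 to 600 tested genes per set, a rank by the signed root of the F statistic, and adjustment over the sets of a comparison. Each list was also scored in every mouse as its mean log2 CPM and compared between AF9-EV and the 6 control mice by an exact two-sided permutation test over 84 splits. The groups were compared as a whole by a pseudo-F statistic on the 500 most variable genes, with an exact permutation test.

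The genes named in the text are those the paper names for this experiment, inflammatory genes the paper names elsewhere, and in each comparison the 5 genes with the lowest adjusted p-value in each direction among those past the threshold whose groups do not overlap, by a rule fixed in advance. The genes of the 3 panels of Fig. 4E are summarised as lists. The single-gene result of 1 gene named elsewhere is not reported here.

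The replicate numbers were checked for pairing. In PBS, PB-EV and AF9-EV, the deviations of same-numbered libraries from their group means correlated across genes at 0.556 to 0.865 in all 9 pairs, against -0.746 to 0.588 for libraries of different number. These ranges overlap: number 2 stands apart from the others, while numbers 1 and 3 correlated at 0.494 to 0.588 with each other and at 0.556 to 0.690 with their own number. The evidence for pairing thus rests mostly on number 2, and whether its antisense reads alone cause it was not tested. The numbers were taken to pair these libraries, and a fit with the replicate number as a block was run beside each. The labels do not say what a number stands for. For PBS and LPS the same-numbered correlations were -0.298 to -0.00972. LPS replicate 1, with 17819 counts, enters each deviation of its group, so these correlations do not show whether the numbers pair these groups.

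The procedure was tested on simulated counts drawn from the means and sizes of the real libraries, with 200 changed genes. Without replicate differences, 148 changed genes were recovered with 15 false calls over 14937 genes, in the fits with and without the block. With the replicate differences of the real libraries, 118 were recovered with 0 false calls without the block, and 144 with 15 false calls with it, over 14995 genes. A set of changed genes was called and 0 of 20 random sets were.

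Depth differs between libraries, from 6715467 to 17670895 counts outside LPS replicate 1. Outside LPS replicate 1, counting noise was small against the differences between replicates, which hold those between mice and between library preparations. Libraries were called as carrying antisense reads above 50 CPM of Tsix. To see where such reads change a value, genes were sorted by the share of their exons that lie under exons of the other strand.

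The alternatives were other size factors, DESeq2 1.42.0, 2 other count filters, a minimum fold of 1.3, edgeR's earlier quasi-likelihood method, limma 3.58.1 on log2 TPM with a pseudocount of 1 or 0.1, other choices of samples, the replicate block, each replicate left out in turn, camera and fry for gene sets, and terms for strand and transcript length. Plots were drawn with Python and matplotlib.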

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

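All tests of explanations in this part were chosen only after the result was seen, except those for reads shared between near-identical genes, whose repeats within replicate numbers and without 1 mouse were also chosen after.

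The type I interferon-stimulated genes and the HSC genes differed between the EV groups. In the comparison AF9-EV vs PB-EV, the interferon list had a normalized enrichment score of -2.82 (adjusted p = 1.24e-12 from fgsea; 38 of 42 genes lower in AF9-EV) and the HSC list 1.76 (adjusted p = 0.0467 from fgsea; 10 of 13 genes higher). A transcript length bias is argued against for the interferon list, whose score with the replicate block and a length correction was -2.88 (adjusted p = 2.89e-12 from fgsea). It stays open for the HSC genes, at 1.53 (adjusted p = 0.113 from fgsea) under that correction. Chance differences between mice stay open for both lists, since fry gave an adjusted p of 0.395 for the interferon list and 0.519 for the HSC genes, and 0.298 and 0.395 with the block. PB-EV replicate 1 had the highest interferon score, 0.59, and an HSC score of -0.51. Without it, the interferon list scored -2.316 (adjusted p = 1.587e-05 from fgsea) and the HSC genes 0.653. The HSC genes also lost their call without AF9-EV replicate 3 (0.52), PB-EV replicate 2 (1.32), PBS replicate 3 (1.65) or AF9-EV replicate 2 (1.68).

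Whether PB-EV replicate 1 alone makes these differences cannot be told apart from an effect of the group, because only 2 other PB-EV mice remain. Their interferon score lay 0.24 above the 6 mice of PBS and AF9-EV (p = 0.0714, exact permutation over 28 splits) and their HSC score differed from them by -0.0676 (p = 0.679, same permutation). A response to healthy EVs stays open as a hypothesis that was not tested on other mice.

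S100a8 and S100a9 had fold changes of opposite direction in AF9-EV and LPS, but the fall of S100a8 in LPS against PBS did not pass the threshold (adjusted p = 0.0722 from edgeR) and passed in 0 of 22 alternatives (adjusted p between 0.0515 and 0.925). The fall of S100a9 passed in the reported fit but not with the replicate block. In a direct comparison, S100a8 was higher in AF9-EV than in LPS by a log2 difference of 3.42 (adjusted p = 1.77e-08 from edgeR) and S100a9 by 3.7 (adjusted p = 1.85e-09 from edgeR). The failed LPS replicate 1 is argued against as the cause for S100a9: without it, the log2 fold change in LPS against PBS was -1.46 for S100a9 (adjusted p = 0.0321 from edgeR, between 0.0225 and 0.667 over the alternatives) and -1.36 for S100a8 (adjusted p = 0.0718 from edgeR), and the differences from AF9-EV were 3.39 and 3.68. Sphk1, Mmp14 and Clec5a were lower in AF9-EV than in LPS (-1.82, -1.33 and -1.45), and Sgms2 was 0.51 higher (adjusted p = 0.73 from edgeR). LPS was given in 1 injection and EVs in 3, so the trigger and the schedule differ together, and neither was tested alone. The mix of sorted cells may differ too, since the paper describes a rise of LSK frequency after LPS. In LPS replicates 2 and 3, the HSC score lay -1.29 and -1.38 from the PBS mean. That of the erythroid and heme genes lay 2.59 and 2.26 from it, and that of the late neutrophil granule genes 0.246 and -0.000288. A change in cell mix therefore stays open.

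Gene families outside those the paper discusses were lower in AF9-EV than in PBS. With the replicate block, the median log2 fold change was -0.63 over 63 replication histone genes (61 lower, 45 past the threshold) and -0.52 over 79 cytosolic ribosomal protein genes (79 lower, 71 past). Without the block, 18 and 5 passed. Of the histone genes, 0 passed without PBS replicate 3, PB-EV replicate 3, AF9-EV replicate 1 or AF9-EV replicate 3, 1 without PBS replicate 1 and 7 without AF9-EV replicate 2. Of the ribosomal genes, 0 passed without any of these 6 mice, and 32 without PBS replicate 2. The medians were negative under every scaling alternative. On log2 TPM with a pseudocount of 1 the median of all genes moved to 0.20 (0.24 with 0.1), and the families had medians of -0.38 and -0.30, which argues against a shift of all genes. There 1 histone gene (2 with 0.1) and 0 ribosomal genes passed. In PB-EV the medians were -0.23 and -0.23, and in LPS -0.49 and -0.50, where most genes were lower as well.

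Transcript length bias as the whole cause is argued against, since 36 histone and 52 ribosomal genes passed with the block and a length correction. As a part of the cause it stays open: the correction moved the medians from -0.63 to -0.46 and from -0.52 to -0.39. These genes are short, with median lengths of 539 and 632. Across genes, expression relative to the mean of the 9 libraries correlated with transcript length (Spearman). The values were 0.101 to 0.203 in AF9-EV, -0.132 to -0.0766 in PBS and -0.156 to 0.0268 in PB-EV. Reads shared between near-identical members are argued against by the summed counts of each family, which differed between AF9-EV and the 6 mice of PBS and PB-EV by -0.55 (p = 0.0119, exact permutation over 84 splits, the smallest possible) and -0.39 (p = 0.0238, same permutation), and by the same permutation within the replicate numbers gave p = 0.037 for both. Without AF9-EV replicate 1 or 3, both sums had p = 0.0714 in the same exact test, and without PBS replicate 1 or PB-EV replicate 3 the ribosomal sum had p = 0.0536. For 85 respiratory chain subunit genes (median -0.43 without the block, 82 lower, 34 past with the block), 13 passed after the length correction, at a median of -0.28 with 79 lower. A length bias cannot be told apart from another cause for these genes, because most of the calls were lost while the direction stayed. Fewer dividing cells cannot be told apart from a histone change of its own: the histone score fell by 0.38 more than the cell cycle score (p = 0.0595, exact permutation over 84 splits), and 3 mice per group leave this open. An effect of the leukemia EVs stays open for these families, untested.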

How the results depend on the processing

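The terms for strand and length, the gene sets without opposite-strand overlap and camera with an estimated correlation were chosen after seeing the data. The other alternatives were set before the data were examined. Apart from the changes below, 1224 of 1508 settings of 76 results kept direction and side of the threshold, and 284 changed: 168 weaker, 98 stronger, 18 moved. Unless a setting has fewer samples or genes, the cause was not tested.

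The differential genes AF9-EV vs PBS, 124 as reported, were 1505 with DESeq2, 198 without a filter, 624 with at least 10 counts in every sample, 4 with edgeR's earlier quasi-likelihood method, 474 and 492 on log2 TPM with a pseudocount of 1 and 0.1, 1255 with the replicate block, 676 with only the 2 groups, and 26 with all 12 libraries. They were 882 with a strand term, 498 over genes without opposite-strand overlap, 980 over these with the block, 1085 with the block and a length correction, and 331 in libraries without antisense reads. Leaving out 1 mouse gave from 0 (without PBS replicate 3, for example) to 244 (without PBS replicate 2). DESeq2 called 122 of the 124 genes, edgeR's earlier method 4, and log2 TPM with a pseudocount of 1 called 71. The differential genes PB-EV vs PBS were 0 as reported (1022 at an unadjusted p under 0.05), 20 with DESeq2, 3 with the block, 3 with the block over genes without overlap and 3 with the block and length correction, and 0 in every fit without 1 mouse. The differential genes AF9-EV vs PB-EV were 0 as reported (1601 at an unadjusted p under 0.05), 223 with DESeq2, 1 with at least 10 counts, 3 with the block, 4 with all 12 libraries, 2 with the block without overlap, 4 with the block and length correction, 5 in libraries without antisense reads, and 0 without any 1 mouse.

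The differential genes AF9-EV vs PBS and PB-EV together, 2 as reported, were 1100 with DESeq2, 4 without a filter, 202 with at least 10 counts, 0 with edgeR's earlier method, 0 on log2 TPM with either pseudocount, and 436 with the block. They were 306 with a strand term, 179 without overlap, 349 with the block without overlap, 168 with the block and length correction, 225 in libraries without antisense reads, and from 0 (without PBS replicate 1, for example) to 568 (without PB-EV replicate 2). The differential genes LPS vs PBS, 1097 as reported, were 30 with at least 10 counts in every sample, where LPS replicate 1 leaves few genes, 3 and 7 on log2 TPM with a pseudocount of 1 and 0.1, 203 with only the 2 groups, 5723 with 2 LPS libraries and a strand term, 2482 without overlap, 925 with the block, and from 355 (without LPS replicate 2) to 4888 (without LPS replicate 1).

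Of the gene sets AF9-EV vs PBS, 6 passed as reported, 1 with fry, 10 with the block, 0 with camera at an estimated correlation, and from 4 (without PBS replicate 3) to 9 (without PBS replicate 2). Of the gene sets PB-EV vs PBS, 10 passed, 0 with fry, 0 with estimated-correlation camera, and from 6 (without PB-EV replicate 1) to 12 (without PB-EV replicate 2). Of the gene sets LPS vs PBS, 12 passed, 3 with fry, 0 with at least 10 counts, 0 with estimated-correlation camera, and from 11 to 12 without 1 mouse. Of the list scores AF9-EV vs controls, 0 passed as reported and 5 on log2 TPM with a pseudocount of 1.

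These results changed direction. Cxcl10 AF9-EV vs PBS was 0.14 and 0.43 on log2 TPM with a pseudocount of 1 and 0.1, and lay from -0.69 (without AF9-EV replicate 3) to 0.0496 (without PBS replicate 3) without 1 mouse. Isg15 AF9-EV vs PBS was 0.0238 and 0.0216 on log2 TPM with a pseudocount of 1 and 0.1. Irf7 LPS vs PBS was -0.30 on log2 TPM with 0.1. The score of type I interferon-stimulated genes AF9-EV vs controls was 0.0310 on log2 TPM with 1. The Pearson correlation of AF9-EV and LPS responses was 0.177 with at least 10 counts (145 genes), 0.057 without PB-EV replicate 2 and 0.0811 without AF9-EV replicate 3, within -0.189 to 0.0811 without 1 mouse.

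In AF9-EV, Reactome Initial triggering of complement AF9-EV vs PBS pointed down with camera (adjusted p = 0.988) and with estimated-correlation camera (adjusted p = 0.989), and scored -0.968 ranked by log2 fold change, -1.06 without PBS replicate 3 and -1.18 without PB-EV replicate 1, up to 1.22 without AF9-EV replicate 1. Reactome Innate Immune System AF9-EV vs PBS scored 0.566 and type I interferon-stimulated genes AF9-EV vs PBS -0.598 ranked by log2 fold change, the latter -0.891 without PBS replicate 2 and -0.709 without AF9-EV replicate 3, up to 1.49 without PBS replicate 3. Reactome Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell AF9-EV vs PBS scored -0.874 with at least 10 counts and -0.919 without AF9-EV replicate 3, up to 1.38 without AF9-EV replicate 1. Reactome Complement cascade AF9-EV vs PBS scored -0.889 without PBS replicate 2 and -0.974 without PB-EV replicate 1. In PB-EV, Reactome Complement cascade PB-EV vs PBS scored 0.781 ranked by log2 fold change and 0.726 without PB-EV replicate 1 (lowest -1.53, without PB-EV replicate 2), Reactome Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell PB-EV vs PBS -1.05 with at least 10 counts, Reactome Initial triggering of complement PB-EV vs PBS 0.955, 0.728 and 0.914 without PBS replicate 1, PB-EV replicate 1 and AF9-EV replicate 1 (lowest -1.39, without PB-EV replicate 2), and Reactome Innate Immune System PB-EV vs PBS -1.3 without PB-EV replicate 1 (highest 1.74, without PB-EV replicate 2).

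In LPS, Reactome Innate Immune System LPS vs PBS pointed down with camera, fry and estimated-correlation camera (adjusted p = 0.697, 0.46 and 0.952) and scored -0.694 ranked by log2 fold change, -0.817 without PBS replicate 2, -0.738 without AF9-EV replicate 3, -0.921 without LPS replicate 2 and -0.894 without LPS replicate 3, up to 1.33 without LPS replicate 1. Reactome Degradation of the extracellular matrix LPS vs PBS pointed up with camera (adjusted p = 0.551) and estimated-correlation camera (adjusted p = 0.952) and scored 1.08 without LPS replicate 1 (lowest -1.39, without PBS replicate 3) and 1.1 with 2 LPS libraries and a strand term. With fry, Reactome Complement cascade LPS vs PBS (adjusted p = 0.594), Reactome Initial triggering of complement LPS vs PBS (adjusted p = 0.81) and Reactome Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell LPS vs PBS (adjusted p = 0.58) pointed down.

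The separation of the groups stayed above the threshold in every setting, with a pseudo-F of 0.0850 to 0.392 without 1 mouse.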

Differences from the paper's values

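The tests of enrichment scores against the paper's values use an error that was redefined after the values were seen. It is the SD over the fits without 1 mouse that kept the sign of the reported score. Such fits share most of their mice, so this SD understates the error between mice. A gap beyond it is therefore a description and not evidence of a real difference. The first version used all fits without 1 mouse, where changes of sign widened the error. The change turned 2 comparisons into differences, Initial triggering of complement in AF9-EV and Innate Immune System in LPS.

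In PB-EV against PBS, the paper's volcano plot has about 13 genes past both lines in Fig. 4B, read by eye, against 0 here (1022 genes at an unadjusted p under 0.05). DESeq2 closed the gap with 19, and the other 19 alternatives set before the data were examined did not. Its highest -log10 adjusted p is about 3.4 in Fig. 4B, read by eye, against 0.138 here, and only the replicate block closed this gap, with 3.41. In AF9-EV against PBS, the paper's highest is about 22 in Fig. 4C, read by eye, against 1.49 here. None of 20 alternatives set before the data were examined closed it, and the highest was 13.5, with DESeq2.

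For normalized enrichment scores in AF9-EV, the paper's values are about 1.6 in Fig. 4D, read by eye, for Innate Immune System (here -1.17), about 1.9 in Fig. 4D, read by eye, for Complement cascade (here 0.946), about 1.9 in Fig. 4D, read by eye, for Initial triggering of complement (here 1.03), about 1.9 in Fig. 4D, read by eye, for Degradation of the extracellular matrix (here 1.4), and about 2.1 in Fig. 4D, read by eye, for the immunoregulatory interactions (here 1.00). None of 12 alternatives set before the data were examined closed any of these gaps. All of them used the older Reactome version of the fgsea package. The paper's text names neither the version nor the rank it used, so its sets may hold other genes. This limit also applies to the scores of PB-EV and LPS below.

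In PB-EV, the paper's values are about 0.9 in Fig. 4D, read by eye, for Complement cascade (here -1.19), about 1.1 in Fig. 4D, read by eye, for Initial triggering of complement (here -0.968), about 1.4 in Fig. 4D, read by eye, for Degradation of the extracellular matrix (here 1.09), and about 1.5 in Fig. 4D, read by eye, for the immunoregulatory interactions (here 1.03). Of 12 alternatives set before the data were examined, a rank by log2 fold change (0.781) and the fit without PB-EV replicate 1 (0.726) closed the gap of Complement cascade, and the fits without PBS replicate 1 (0.955) and without AF9-EV replicate 1 (0.914) that of Initial triggering of complement. None closed the gaps of the other 2 sets. Ranked by log2 fold change, these scored 1.53 and 1.57, past the paper's values by more than their error.

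In LPS, the paper's values are about 1.2 in Fig. 4D, read by eye, for Innate Immune System (here 1.02), about -1.3 in Fig. 4D, read by eye, for Complement cascade (here 1.4), about -1.5 in Fig. 4D, read by eye, for Initial triggering of complement (here 1.33), and about -1.6 in Fig. 4D, read by eye, for the immunoregulatory interactions (here 1.44). None of the 15 alternatives for the first and 14 for the others, set before the data were examined, closed these gaps. For Innate Immune System, the fits without 1 mouse ranged from -0.921 to 1.33, and the paper's value lies within this range.

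The paper states that several immune gene sets are enriched in AF9-EV. None of these 5 sets, in the older Reactome version used here, passed upward in the fit reported here. Innate Immune System passed downward in 3 of 12 alternatives set before the data were examined: with the block (-1.27, adjusted p = 0.0389 from fgsea), without PBS replicate 2 (-1.39, adjusted p = 0.00489) and without AF9-EV replicate 1 (-1.35, adjusted p = 0.0107). Degradation of the extracellular matrix passed without PBS replicate 2 (adjusted p = 0.0201 from fgsea) and without PB-EV replicate 2 (adjusted p = 0.0334), in a range of 0.0201 to 0.29 over the fits without 1 mouse. The immunoregulatory interactions passed ranked by log2 fold change (adjusted p = 0.026, the lowest over 12 alternatives).

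The paper states that Sphk1, Mmp14 and Clec5a are upregulated in AF9-EV. Here they were higher than in PBS with adjusted p-values from edgeR above 0.05. Sphk1 AF9-EV vs PBS passed with DESeq2 (8.30e-04), with at least 10 counts in every sample (0.0353), on log2 TPM with a pseudocount of 1 (0.0421) or 0.1 (0.0406), with the block (0.0216) and without PBS replicate 2 (0.0363), with adjusted p-values over all alternatives up to 0.423. Mmp14 AF9-EV vs PBS passed with DESeq2 (0.007), with at least 10 counts (0.0294), on log2 TPM with a pseudocount of 1 (0.0316) or 0.1 (0.0328), with the block (0.0225) and with only the 2 groups (0.0351), in a range up to 0.445. Clec5a AF9-EV vs PBS passed with DESeq2 (0.0234) and the block (0.0291), in a range up to 0.448. Of the settings chosen after seeing the values, the block with length correction also called all 3, the block over genes without overlap Mmp14 and Clec5a, the strand term Sphk1 and Mmp14, genes without overlap Mmp14, and the libraries without antisense reads Sphk1.

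The paper labels 8 genes in its volcano plots, and Irf7 among those of PB-EV. Here Irf7 PB-EV vs PBS passed only with DESeq2 (adjusted p = 0.00218, in a range up to 1.00 over 22 alternatives). For AF9-EV, Cybb, Olr1, Hpn, Mefv, Eif2ak2 and Cd48 passed with DESeq2, and Cybb, Olr1, Hpn, Mefv, Calcrl and Cd48 with the block. Cybb, Olr1, Hpn, Mefv and Eif2ak2 passed with only the 2 groups, Cybb and Olr1 with at least 10 counts, Eif2ak2 on log2 TPM with either pseudocount, Cybb with a pseudocount of 0.1 and without PB-EV replicate 1, and Mefv with all 12 libraries. Of the settings chosen after seeing the values, the block with length correction called these 7 genes, the block over genes without overlap all but Eif2ak2, the strand term Cybb, Olr1, Hpn, Mefv and Cd48, and genes without overlap Cybb, Olr1, Hpn and Mefv.

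The paper states that the transcriptome of AF9-EV differs distinctly from those of PBS and PB-EV. Here the 3 groups gave p = 0.85 by exact permutation without regard to the replicate numbers, which held 94.0% of the variance. Permuted within the numbers, p was 0.417, and 0.0556 over genes without exons on the opposite strand. Between AF9-EV and PBS, 124 genes passed (1255 with the block), against PBS and PB-EV together 2 (436 with the block), and between AF9-EV and PB-EV 0 (1601 at an unadjusted p under 0.05). The differential genes AF9-EV vs PB-EV were 223 with DESeq2, 3 with the block, 4 with all 12 libraries, 1 with at least 10 counts, and, in settings chosen after seeing the values, 2 to 5.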

Other observations

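The tests of strand, of the depth of the libraries numbered 2, of cell type, of transcript length and of mature neutrophils, and the repeats within replicate numbers and without 1 mouse, were chosen only after the result was seen.

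Other splits of the mice were counted beside each result, a test set in advance. For the 124 genes between AF9-EV and PBS, 1 of 10 splits of the 6 mice gave as many, the real one, and with the replicate block (1255 genes) 1 of 4. Every other split gave 0 genes in both cases. For PB-EV against PBS and for AF9-EV against PB-EV, a count of 0 is reached by 10 of 10 splits whatever the data, so it tests nothing. With the block, 1 of 4 gave the 3 genes in each of these comparisons (next highest 1). For the 1097 genes between LPS and PBS, 1 of 10 splits gave as many, and the next highest gave 87. For gene sets, 7 of 10 splits gave at least the 6 sets of AF9-EV, 2 of 10 the 10 sets of PB-EV and 3 of 10 the 12 sets of LPS. A share from 10 splits cannot fall under 0.1, and one from 4 splits under 0.25, so the shares alone decide none of these results. For LPS, other values also set the real groups apart: all 42 type I interferon-stimulated genes tested were higher than in PBS. For AF9-EV against PBS and PB-EV together, 2 of 84 splits gave at least 2 genes, the real one and the split of the libraries numbered 2, with 1335 genes. With the block, 1 of 27 gave the 436 genes, and the next highest gave 2, which argues against a random grouping for these counts.

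The libraries numbered 2 of the 3 injected groups stood apart from numbers 1 and 3. Reads counted without regard to strand are a candidate explanation: genes with over 80% of their exons under exons of the other strand were higher in number 2 by a median log2 difference of 3.74 (169 genes), against -0.02 for genes with none (10321 genes). Without overlapping genes, the first principal component still held 72.8% of the variance of the most variable genes, so other differences of these libraries are not excluded. Lower depth is argued against, since with every library thinned to the lowest total, number 2 had at least 18497 genes with a count, against at most 17246 in the other 6. Genomic DNA is argued against, since 0.469% of silent genes without overlap gained counts (109 of 23233), against 12.0% of those with over 50% covered (86 of 715). Unspliced RNA was not tested. No biological explanation was tested.

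Neutrophil granule genes were higher in AF9-EV than in the 6 mice of PBS and PB-EV. The 3 PB-EV mice also lay above the 3 PBS mice, with group means of the early granule score of -0.54 in PBS, 0.0231 in PB-EV and 0.51 in AF9-EV, and of the late granule score of -0.54, -0.0673 and 0.61. A lower share of the main cell type with an equal rise of all 8 marker lists is argued against. Their differences spread with an SD of 0.39 (p = 0.0238, exact permutation over 84 splits, and p = 0.037 within the replicate numbers). Without AF9-EV replicate 1, 2 or 3 or PBS replicate 3, this p was 0.107, 0.0714, 0.0714 and 0.0893, so the argument is weak. A lower share that lets in some cell types more than others would spread the lists as well, so this test cannot exclude it. Transcript length is argued against by a normalized enrichment score of 2.11 for the late granule list with the block and a length correction (adjusted p = 3.47e-04 from fgsea), and depth by a difference of 0.865 when every library was thinned to 6715467 counts (p = 0.0119, exact permutation over 84 splits, the smallest possible). Mature neutrophils cannot be told apart from a change within the sorted cells. The early granule genes rose by 0.77 (p = 0.0238, same permutation), but p was 0.0741 when permuted within the replicate numbers and 0.0714 without AF9-EV replicate 1. For the late granule genes it stays open because Retnlg reached at most 2 counts and Cxcr2 had a log2 fold change of -0.26, on too few counts to decide. An effect of the leukemia EVs, or of EVs of either kind, on the sorted cells stays open as well, untested.

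The changes of AF9-EV and PB-EV against PBS correlated across 15341 genes at 0.597, where genes are not independent replicates. Whether the PBS libraries that both share are the only cause cannot be told. In 20 simulations of unchanged groups the correlation was 0.475 to 0.524 (median 0.494). These drew each gene independently, so their range leaves out the spread from genes that vary together within a mouse. No biological explanation was tested.

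The changes of AF9-EV against PB-EV and of LPS against PBS had a Pearson correlation of -0.04 and a Spearman correlation of -0.09 across 15217 genes, which are not independent replicates. The Pearson value was positive without PB-EV replicate 2 (0.057) and without AF9-EV replicate 3 (0.0811), the Spearman value without PB-EV replicate 1 (0.00437) and without AF9-EV replicate 3 (0.0497), and without PB-EV replicate 2 the Spearman value was -0.0239.

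Of 14 inflammatory genes that the paper names elsewhere, 13 could be tested in AF9-EV against PBS. Of these, 7 were higher and 6 lower, from -0.37 (Cxcl10) to 1.67 (Il6), and 0 passed (2 at an unadjusted p under 0.05, Il6 and Jarid2). In LPS, 5 passed with edgeR.

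Of the 17 list scores, those not given at a claim differed between AF9-EV and the 6 control mice by -0.17 for the type I interferon-stimulated genes (p = 0.429 by exact permutation over 84 splits), 0.10 for interferon gamma targets (p = 0.369), 0.19 for megakaryocyte (p = 0.56), 0.43 for B cell (p = 0.119), 0.42 for T and NK cell (p = 0.0714), 0.70 for plasmacytoid dendritic cell (p = 0.0595), -0.04 for monocyte and macrophage (p = 0.595) and -0.05 for eosinophil, basophil and mast cell genes (p = 0.821). Stromal genes differed by 0.29 (p = 0.679), HSC genes by 0.10 (p = 0.643), lymphoid-primed genes by -0.12 (p = 0.345), cell cycle genes by -0.12 (p = 0.369) and immediate early genes by 0.39 (p = 0.202), by the same exact permutation.

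Ddx3y had 0 counts in all 12 libraries, and Xist had 41810 to 109354 counts in the 9 libraries of PBS, PB-EV and AF9-EV.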
